A study of Mus musculus with 12 samples. Its data were reported in "The transcription factors TFE3 and TFEB amplify p53 dependent transcriptional programs in response to DNA damage" (2018).

How the data were processed

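The data were RNA-seq gene counts from RAW264.7 cells, a mouse macrophage cell line. Cells lacking both TFEB and TFE3 (double knockout, DKO) and Null cells, which the study's text calls WT, were left as controls or exposed to 100 µM etoposide for 8 h. Etoposide is a topoisomerase II poison that produces DNA breaks. TFEB and TFE3 are related transcription factors. The labels call the control cells untreated, whereas the study's methods name DMSO, and this difference could not be settled here. The labels also name 2 RNA extraction kits without saying which library was made with which, so a kit effect could not be tested.

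According to the methods of the study, the authors made stranded total RNA libraries depleted of ribosomal RNA and sequenced them as read pairs. They trimmed adapters where needed, aligned the reads with HISAT2, kept uniquely mapped pairs and counted them per gene with HTSeq on a GENCODE annotation. The deposited values are raw counts per gene, with no normalization, for 12 libraries that were not pooled. Neither the genome build, the annotation release nor the strand setting of the counting was stated. Keeping uniquely mapped pairs lowers the counts of genes with near-identical copies elsewhere in the genome.

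The count table listed 32688 genes, each with at least 1 count over the 12 libraries, and 99.4% of their identifiers were found in the gene name table used here. Gene symbols and coordinates were taken from GENCODE M21 (GRCm38) by gene identifier without its version. Because the count table names no build, the coordinates are those of that annotation and not of the authors' alignment. Totals ranged from 29837255 counts (Null control replicate 1) to 61809316 counts (DKO etoposide replicate 3). At this depth counting error was small next to the spread between libraries: over genes with at least 200 counts in a pair of replicates, the median squared difference was 3.37 to 46.5 times that of counting alone, so no pair of replicates was a repeat of 1 library.

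The use of strand in the counting was checked from the counts. Genes lying within the exons of an abundant gene (at least 20000 counts) on the opposite strand held a median of 0.835 times the read density of that gene (73 genes), against 0.809 times for genes on the same strand (23 genes). Counts of overlapping genes therefore include reads of the neighbour, and the largest share is given for each named gene so affected.

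Groups were taken from the sample titles. The titles of the 3 DKO etoposide libraries contain the word MEFs (mouse embryonic fibroblasts), whereas every other label of these libraries says RAW264.7. They were kept in the DKO etoposide group, and 8 macrophage and 8 fibroblast marker genes were examined in every library.

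Genes were filtered with filterByExpr of edgeR 4.0.16 on the 4 groups, which kept 18066 genes holding 99.96% of the counts. Library sizes were scaled by trimmed mean of M values (TMM), with factors from 0.939 to 1.03, and counts were converted to log2 CPM (counts scaled to the library size) with a prior count of 3. Expression was tested with limma 3.58.1 in R 4.3.3 by limma-trend with robust empirical Bayes moderation, as the study's methods name limma-trend. All 12 libraries entered 1 model with a mean per group and no further covariate. There were 5 contrasts: etoposide against control in Null cells, the same in DKO cells, DKO against Null in control cells, DKO against Null in etoposide-treated cells, and the interaction, which is the etoposide response of DKO cells minus that of Null cells. P-values are two-sided and were adjusted by the Benjamini-Hochberg method over the genes tested, and a gene was called at an adjusted p under 0.05. Levels of single genes are CPM on TMM-scaled library sizes.

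Gene lists were tested with camera of limma at an inter-gene correlation of 0.01, and 5 lists in 5 contrasts gave 25 tests that were adjusted together. Camera with an estimated correlation and fry were run alongside. The lists were 16 DNA damage response (DDR) genes that the study names, 261 targets of the DREAM complex (a repressor of cell cycle genes) as the study listed them, 36 p53 target genes, 40 CLEAR genes (lysosomal and autophagy genes known as TFEB targets) and 25 type I interferon-stimulated genes. Of these, 15, 259, 34, 40 and 25 genes were tested. The DREAM list is shorter than the total given in the study's text. The last 3 lists were written from general knowledge. The study followed its DDR genes in mouse embryonic fibroblasts and named some of them also as lower in the cells analysed here, in part from these data. Counts and list tests of the DDR genes between genotypes after etoposide, and in the interaction, are therefore not independent evidence. 8 of the tested DDR genes were also in the p53 list, 2 in the DREAM list and 1 in the CLEAR list.

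The genes named in the text followed a rule. They included Tfeb and Tfe3, the tested DDR genes and the cell cycle genes that the study names. Some of these DDR genes, such as Bax, Dram1, Ctsd and Laptm5, the study reports for mouse embryonic fibroblasts and does not list for these cells. In each contrast the 5 called genes with the largest rise and the 5 with the largest fall were added. These needed an average log2 CPM of at least 2. In the 4 contrasts of 2 groups, every library of one group also had to lie above every library of the other. This gave 68 genes. The groups, tests, gene lists, naming rule and most alternatives were fixed before the data were examined. A correction for GC content and transcript length was added after seeing the data; 99.5% of the genes tested had both values.

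The alternatives were edgeR's quasi-likelihood test, DESeq2 1.42.0, limma-voom, limma-trend without robust moderation, size factors by relative log expression (RLE), library size alone, no filter, at least 10 counts in every library, a prior count of 0.5, only the 2 groups compared, the replicate number as a block, a minimum absolute log2 fold change of 1, and leaving out each library in turn. The model was tested on simulated counts with 200 genes changed by known folds (17108 genes tested). It recovered 92.5% of these in a contrast of 2 groups, with 14 other genes called, and 83% in the interaction, with 4 other genes called. With nothing changed it called 0 genes. The simulated libraries were drawn independently from the Null control means, with the same spread of a gene in every group. The real groups spread unequally and their libraries share a pattern within groups, so these rates need not hold for them. Sequence reads were not analysed here. Figures were drawn with Python 3.11.15.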

Results

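RNA was sequenced from Null and TFEB/TFE3 DKO RAW264.7 macrophages, each as control cells and after 8 h in 100 µM etoposide, with 3 libraries in each of the 4 groups. Total counts per library ran from 29837255 to 49255784 in Null control cells, from 34918422 to 58697226 in DKO control cells, from 50172982 to 58428399 in Null etoposide-treated cells and from 54507188 to 61809316 in DKO etoposide-treated cells. Transcripts of the mitochondrial genome took 14.1% to 21.7% of the counts. Null and DKO cells are each 1 line, so the replicates measure the spread of cultures and libraries and not that between independently made lines.

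The 4 groups separated in a principal component analysis of log2 CPM, with 45.6% of the variance on the first component and 30.9% on the second. Libraries spread less after etoposide than in control cells. The median standard deviation of a gene between replicates, on the log2 scale, was 0.21 in Null control, 0.24 in DKO control, 0.09 in Null etoposide and 0.15 in DKO etoposide libraries.

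**Figure D1:**
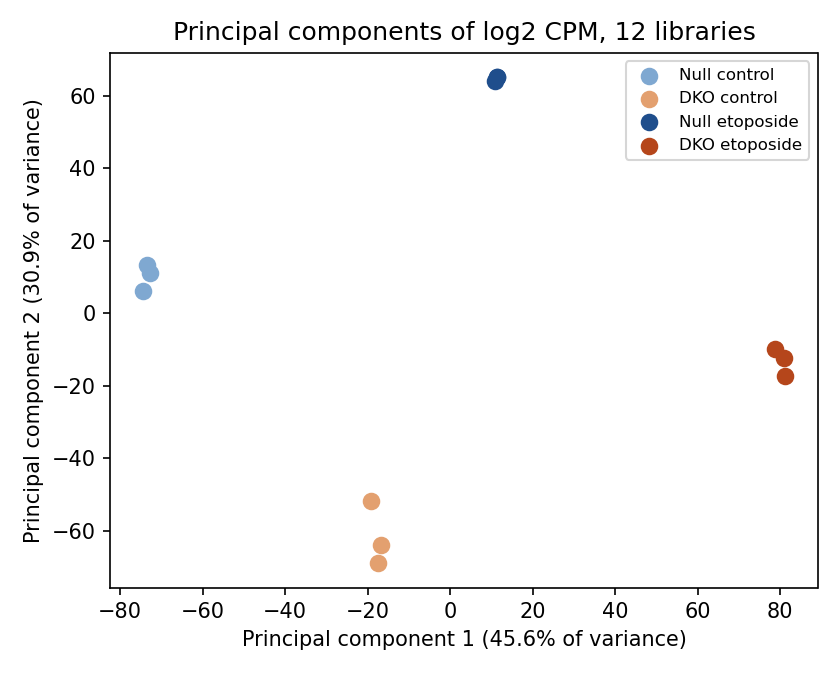
Principal components of log2 CPM over 18066 genes, with component 1 (45.6% of the variance) on the x axis and component 2 (30.9%) on the y axis. Each point is 1 of the 12 libraries, and the 3 libraries of each group lie together.

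The targeted genes were examined first as a check of the labels. Tfeb (ENSMUSG00000023990.18, chromosome 17, 47737030 to 47792419, GRCm38, protein coding) was measured at 16.8 ± 0.286 CPM in Null control cells and 4.40 ± 1.12 CPM in DKO control cells (SD, n = 3). After etoposide it was at 7.56 ± 0.427 CPM in Null cells and 4.34 ± 0.0894 CPM in DKO cells (SD, n = 3). The difference between genotypes was -1.95 on the log2 scale in control cells (SE 0.156, limma-trend with Benjamini-Hochberg adjustment, adjusted p 1.62e-06) and -0.79 after etoposide (adjusted p 0.00179). In Null cells Tfeb fell by 1.15 with etoposide (limma-trend with Benjamini-Hochberg adjustment, adjusted p 8.99e-05). Tfe3 (ENSMUSG00000000134.17, chromosome X, 7762560 to 7775202, protein coding) was at 104 ± 14.8 CPM in Null control, 37.8 ± 5.71 CPM in DKO control, 101 ± 2.02 CPM in Null etoposide and 37.7 ± 3.20 CPM in DKO etoposide cells (SD, n = 3). The highest Tfe3 level in a DKO library, 42.5 CPM, was below the lowest in a Null library, 89.4 CPM. Transcripts of both genes were thus lower but still present in the DKO libraries.

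Cell type markers were examined because of the word MEFs in the titles of the DKO etoposide libraries. In these libraries the highest of 8 fibroblast markers was Pdgfrb at 0.963 CPM, and in the other groups a fibroblast marker reached at most 1.38 CPM. The lowest of 8 macrophage markers in the same libraries was Fcgr1 at 4.72 CPM. Fcgr1 lay at 4.72 to 5.42 CPM there, against 36.3 to 37.3 CPM in Null etoposide and 28.4 to 30.4 CPM in DKO control libraries. Itgam and Lyz2 were also lower than in Null etoposide libraries, whereas Adgre1, Cd68, Csf1r, Ptprc and Spi1 were higher. Adgre1, which encodes the macrophage antigen F4/80, lay between 78.5 and 142.5 CPM over the 12 libraries.

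The first comparison asked how Null cells respond to the drug. Etoposide changed 7148 of 18066 genes in Null cells (limma-trend with Benjamini-Hochberg adjustment), of which 3768 rose and 3380 fell. Of the alternatives, a minimum absolute log2 fold change of 1 moved this count most, to 2381 genes. The largest rise among the genes named was that of Trp53inp1 (ENSMUSG00000028211.11, chromosome 4, 11156431 to 11174379, protein coding), from 3.70 ± 0.364 to 342 ± 23.1 CPM (SD, n = 3). Its log2 fold change was 6.51 (SE 0.0930, limma-trend with Benjamini-Hochberg adjustment, adjusted p 9.00e-13). Under a prior count of 3 the fold of such low genes is understated. Fam198b (6.17), Slc4a11 (6.05), Phlda3 (5.98) and Epha2 (5.87) followed on the log2 scale, and up to 6.15% of the counts of Fam198b could come from an overlapping gene on the other strand. The largest falls were those of Slc1a4 (-3.78), Trib3 (-3.73), Stc2 (-3.24), Hist1h1a (-2.96) and Hdac9 (-2.78). Slc1a4 (ENSMUSG00000020142.12, chromosome 11, 20302180 to 20332713, protein coding) fell from 61.4 ± 3.75 to 4.44 ± 0.484 CPM (SD, n = 3).

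In DKO cells etoposide changed 7108 genes, 3650 upward and 3458 downward. Of the genes called in Null and in DKO cells, 4954 were called in both, and 97.7% of these moved in the same direction. These contrasts share no library. The largest rises in DKO cells were those of Trp53inp1 (4.98), Ak1 (4.98), Fam198b (4.49), Cxcl2 (4.33) and Phlda3 (4.18). The largest falls were those of Trib3 (-6.35), Cenpf (-5.52), Ccnb2 (-5.47), Aspm (-5.38) and Pimreg (-5.38), and the last 4 of these encode proteins of mitosis or the cell cycle. Cenpf (ENSMUSG00000026605.14, chromosome 1, 189640606 to 189688086, protein coding) fell from 150 ± 19.2 to 3.20 ± 0.328 CPM in DKO cells and from 151.97 ± 8.94 to 76.1 ± 5.39 CPM in Null cells (SD, n = 3).

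The gene lists were tested in the same contrasts. The p53 targets rose by a median of 1.87 in Null cells (camera with Benjamini-Hochberg adjustment, adjusted p 4.24e-14) and 0.86 in DKO cells (4.85e-10). DREAM targets fell by a median of 0.53 in Null cells (2.89e-24) and 1.65 in DKO cells (1.19e-68), with 180 and 237 of 259 genes called lower. With an estimated correlation, camera gave DREAM targets an adjusted p of 0.00611 in Null and 3.87e-04 in DKO cells. For p53 targets it gave 3.34e-04 and 3.87e-04. The far smaller values thus rest on the preset correlation. Interferon-stimulated genes rose by 0.62 in Null cells (0.00319) and 0.82 in DKO cells (8.13e-04), or by 0.93 in DKO cells with genes at the limit of 3 counts set to their bound. The DDR genes had medians of 0.45 (0.00185) and 0.35 (0.0391). The latter lost its call by camera with an estimated correlation (adjusted p 0.0718) and after the correction for GC content and transcript length (median 0.39, adjusted p 0.121). It was lost narrowly with the replicate number as a block (adjusted p 0.05001) and without DKO control replicate 1 (median 0.37, adjusted p 0.05001). The adjusted p of this list in DKO cells lay between 6.16e-08 and 0.121 over its alternatives. The CLEAR genes had medians of 0.08 (0.844) and 0.10 (0.310), and the first was -0.04 without Null control replicate 1 and 0.04 without Null etoposide replicate 1, while the second was 0.15 without DKO control replicate 1. Fry placed the CLEAR genes past the threshold in DKO cells, and their adjusted p ran from 0.00424 to 0.609 over the alternatives.

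Between DKO and Null control cells, a comparison of the lines without the drug, 3490 genes differed, with 1974 higher and 1516 lower in DKO cells. When only the libraries of these 2 groups were fitted, 2031 genes were called. The main fit shares its estimate of the spread with the etoposide libraries, which spread less, so 3490 may be too high. Agap2 (-6.58), Csf3r (-5.94), Cp (-4.69), Ctsh (-4.69) and Ctse (-4.60) were lowest in DKO relative to Null control cells, and Ildr2 (5.82), Nxf7 (5.62), Angptl2 (5.18), Ocstamp (4.67) and Rassf8 (4.44) were highest. Up to 0.715% of the counts of Cp could come from an overlapping gene. Agap2 (ENSMUSG00000025422.8, chromosome 10, 127075284 to 127093169, protein coding) was at 35.6 ± 4.75 CPM in Null and 0.324 ± 0.118 CPM in DKO control cells, whereas Angptl2 (ENSMUSG00000004105.8, chromosome 2, 33216069 to 33247717, protein coding) was at 1.54 ± 0.324 CPM in Null and 57.2 ± 4.36 CPM in DKO control cells (SD, n = 3).

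The next comparison was that of the genotypes under DNA damage. After etoposide 6079 genes differed between DKO and Null cells, of which 2868 were higher and 3211 lower in DKO cells. With an absolute log2 fold change of at least 1, the split was 689 higher and 1478 lower, and with only the libraries of these groups fitted 8223 genes were called, 4138 higher and 4085 lower. Of the genes called, 2558 were also called between the lines in control cells, and 95.6% of these differed in the same direction. Agap2 (-6.88), Csf3r (-5.88), Cenpf (-4.55), Hmmr (-4.34) and Ctse (-4.33) were lowest, and Angptl2 (5.50), Nxf7 (5.16), Cd36 (5.02), Ildr2 (3.97) and Zfyve9 (3.95) highest. Overlapping genes could supply 2.86% of the counts of Ildr2 and 2.88% of those of Zfyve9.

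Whether the response to etoposide itself differed between genotypes was tested by the interaction, which called 1708 genes. Of these, 1154 had a lower response in DKO cells: 572 fell more than in Null cells, 321 rose less, and 261 rose in Null but fell in DKO cells. The other 554 had a higher response: 141 rose more, 195 fell less, and 218 fell in Null but rose in DKO cells. The division by direction goes by the sign of each fitted change, whether or not that change passed the threshold. Kctd12, for example, is placed among the genes that fell in Null cells at -0.11, which did not pass. The division also uses the libraries that enter the interaction, so it describes these genes and is no separate test. The lowest interaction values were those of Cenpf (-4.53), Hmmr (-4.32), Depdc1a (-4.31), Ccnb2 (-4.30) and Plk1 (-4.26). Ccnb2 (ENSMUSG00000032218.6, chromosome 9, 70407692 to 70421547, protein coding) went from 139 ± 4.98 to 61.8 ± 0.834 CPM in Null cells and from 160 ± 25.3 to 3.54 ± 0.598 CPM in DKO cells (SD, n = 3; interaction SE 0.179, limma-trend with Benjamini-Hochberg adjustment, adjusted p 1.12e-08). The highest values were those of Kctd12 (2.84), Gm26778 (2.80), Crybg2 (2.53), Clec4a1 (2.45) and Basp1 (2.11). Kctd12 and Gm26778 overlap on opposite strands and their counts are not independent, since each could supply more than 75.6% of the counts of the other. The density of Cd52, which overlaps Crybg2, could supply 122% of the counts of Crybg2, so that value is uncertain.

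**Figure D2:**
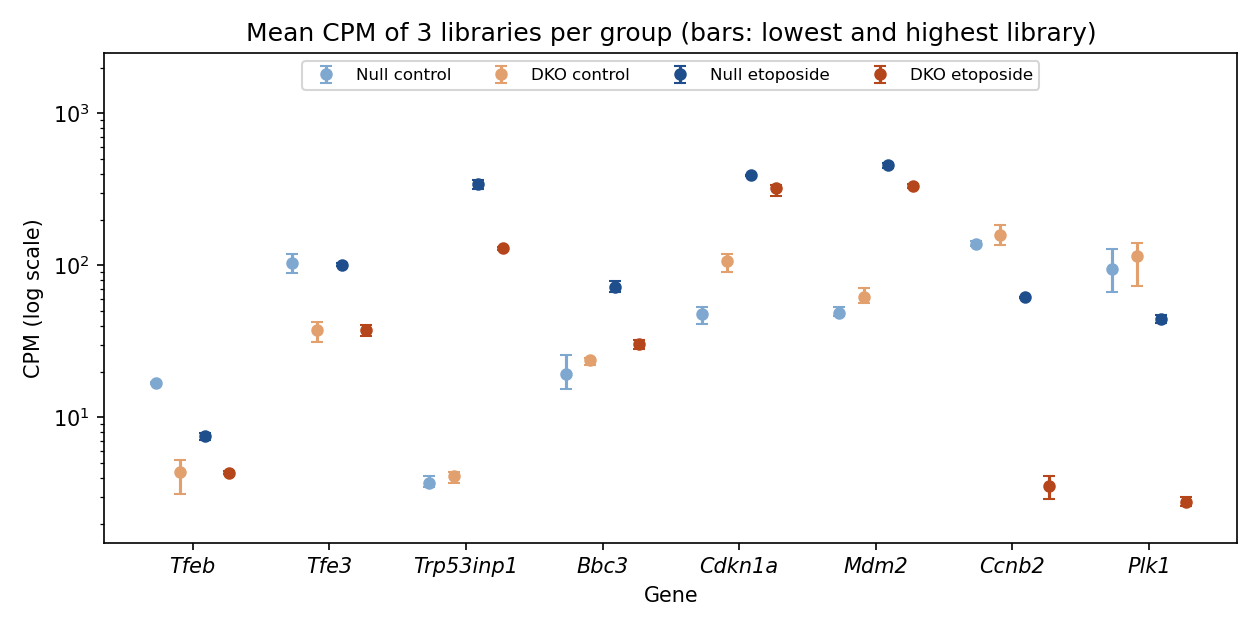
Mean CPM (y axis, log scale) of 8 genes (x axis) in the 4 groups, with bars from the lowest to the highest of 3 libraries. Ccnb2 and Plk1 lie at 3.54 and 2.78 CPM in DKO etoposide cells against 61.8 and 44.5 CPM in Null etoposide cells.

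The study named DDR genes whose induction it examined in DKO cells. Among 15 such genes tested, 9 were lower in DKO than in Null cells after etoposide, and 10 when adjusted over the list alone, while 2 were higher. The 9 are the genes that the study names as lower in these cells, in part from these data, so the count is not independent evidence. Trp53inp1 rose to 342 ± 23.1 CPM in Null and 130 ± 3.80 CPM in DKO cells, a difference of -1.39 (SE 0.0930, limma-trend with Benjamini-Hochberg adjustment, adjusted p 1.86e-07). Bbc3 (ENSMUSG00000002083.13, chromosome 7, 16308393 to 16318205, protein coding) rose from 19.3 ± 5.59 to 72.6 ± 5.92 CPM in Null cells (SD, n = 3). In DKO cells it went from 23.7 ± 1.37 to 30.6 ± 2.30 CPM (SD, n = 3), a change of 0.37 that did not pass the threshold. Its interaction was -1.57 (limma-trend with Benjamini-Hochberg adjustment, adjusted p 5.45e-04). Mdm2 differed by -0.47, Chek2 by -0.99, Sesn1 by -0.66, Sesn2 by -0.49, Foxo3 by -0.30, Wrap53 by -0.33 and Rad9a by -0.44 after etoposide, all past the threshold. Of these, Chek2 (-0.42), Rad9a (-0.28) and Sesn1 (-1.39) were already lower in DKO control cells past the threshold. The interactions of Foxo3 (-0.17), Wrap53 (-0.32) and Rad9a (-0.16) did not pass it, so a weaker induction was not shown for them. Up to 57.4% of the counts of Rad9a could come from Ppp1ca on the other strand, and up to 9.05% of those of Bax from a gene on the same strand. The call of Sesn2 was lost in the fits that each left out Null etoposide replicate 1, 2 or 3 or DKO etoposide replicate 1 or 2, with a smallest difference of -0.41 without DKO etoposide replicate 2, and also with the replicate number as a block. Dram1 (0.35) and Ctsd (0.94) were higher in DKO cells, and Ctsd shares exons with a gene that could supply 46.7% of its counts. Cdkn1a (-0.29), Bax (-0.03), Trp53 (-0.03) and Laptm5 (-0.26) did not pass the threshold. Cdkn1a passed it with library size alone (-0.33), with only the 2 groups fitted (-0.29), after the correction for GC content and transcript length (-0.35) and without DKO control replicate 1 (-0.29), and Laptm5 passed it with only the 2 groups fitted (-0.26).

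Cdkn1a (ENSMUSG00000023067.13, chromosome 17, 29090976 to 29100727, protein coding) started from a higher level in DKO control cells, 106.8 ± 14.9 CPM against 48.2 ± 6.10 CPM in Null control cells, and reached 321 ± 31.7 CPM against 392 ± 5.16 CPM after etoposide (SD, n = 3). Its interaction was therefore -1.44 (SE 0.168, limma-trend with Benjamini-Hochberg adjustment, adjusted p 1.18e-04) although the levels after etoposide did not differ past the threshold. Sesn1 went the other way. It was at 43.4 ± 6.71 CPM in Null and 16.5 ± 2.47 CPM in DKO control cells, fell by 0.62 in Null cells with etoposide and did not change past the threshold in DKO cells (0.11), with an interaction of 0.74 (adjusted p 0.0181 by limma-trend with Benjamini-Hochberg adjustment).

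As lists, the DDR genes had a median log2 difference of -0.33 between DKO and Null cells after etoposide (camera, adjusted p 0.00593) and DREAM targets one of -1.33 (camera, adjusted p 7.50e-57). The DDR list holds genes that the study named as lower in part from these data, so its p-value is no independent support. Of the alternatives, the correction for GC content and transcript length moved the DDR median most, to -0.38. Of 259 DREAM targets, 217 (83.8%) were called lower in DKO cells after etoposide and 4 were called higher, and 223 were called lower when adjusted over the list alone. By sign alone, whether or not past the threshold, 244 of the 259 were lower. In control cells the DREAM median was -0.12, which passed with camera at a preset correlation (adjusted p 4.50e-04) and with fry (0.0102) but not with an estimated correlation (0.209). The p53 targets had a median of 0.34 in control cells (camera, adjusted p 3.69e-05) and -0.23 after etoposide (camera, adjusted p 0.0265), so the sign of the difference between genotypes changed with the drug. The CLEAR genes did not differ past the threshold between genotypes in control cells (-0.10, camera, adjusted p 0.121) or after etoposide (0.08, camera, adjusted p 0.341). The DDR median in control cells was 0.33 (camera, adjusted p 0.353, past the threshold with fry at 0.0458, and between 0.0458 and 0.456 over the alternatives), and it was 0.14 without Null control replicate 3 and 0.21 without DKO control replicate 3. In control cells the CLEAR median was -0.06 without Null control replicate 1, -0.17 without Null control replicate 3 and -0.18 without DKO control replicate 2. Fry placed the CLEAR genes past the threshold in control cells (adjusted p 0.00364).

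Interferon-stimulated genes were lower in DKO cells in both treatments, with medians of -1.17 in control cells (camera, adjusted p 9.90e-15) and -1.13 after etoposide (camera, adjusted p 3.19e-09), and 22 of 25 genes were called lower in each. With genes at the limit of 3 counts set to their bound, these medians were -1.15 and -1.13. In the interaction the medians were -0.37 for the DDR genes (camera, adjusted p 3.84e-04), -1.14 for DREAM targets (7.00e-90), -0.67 for p53 targets (3.95e-10), 0.14 for CLEAR genes (0.00998) and 0.20 for interferon-stimulated genes (0.116), each with camera and Benjamini-Hochberg adjustment. Fry and an estimated correlation kept the DDR, DREAM and p53 calls of the interaction and the DDR, DREAM, p53 and interferon calls after etoposide. The adjusted p of camera for DREAM targets was then 3.34e-04 in the interaction and 5.15e-04 after etoposide, so the far smaller values rest on the preset correlation. The CLEAR interaction kept its call with fry but not with an estimated correlation (adjusted p 0.0867). In the interaction 186 DREAM targets were lower, and 204 when adjusted over the list alone, and 6 DDR genes were lower, and 8 when adjusted over the list alone. The DDR median of the interaction was -0.23 without DKO control replicate 2 and -0.23 without DKO etoposide replicate 2.

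**Figure D3:**
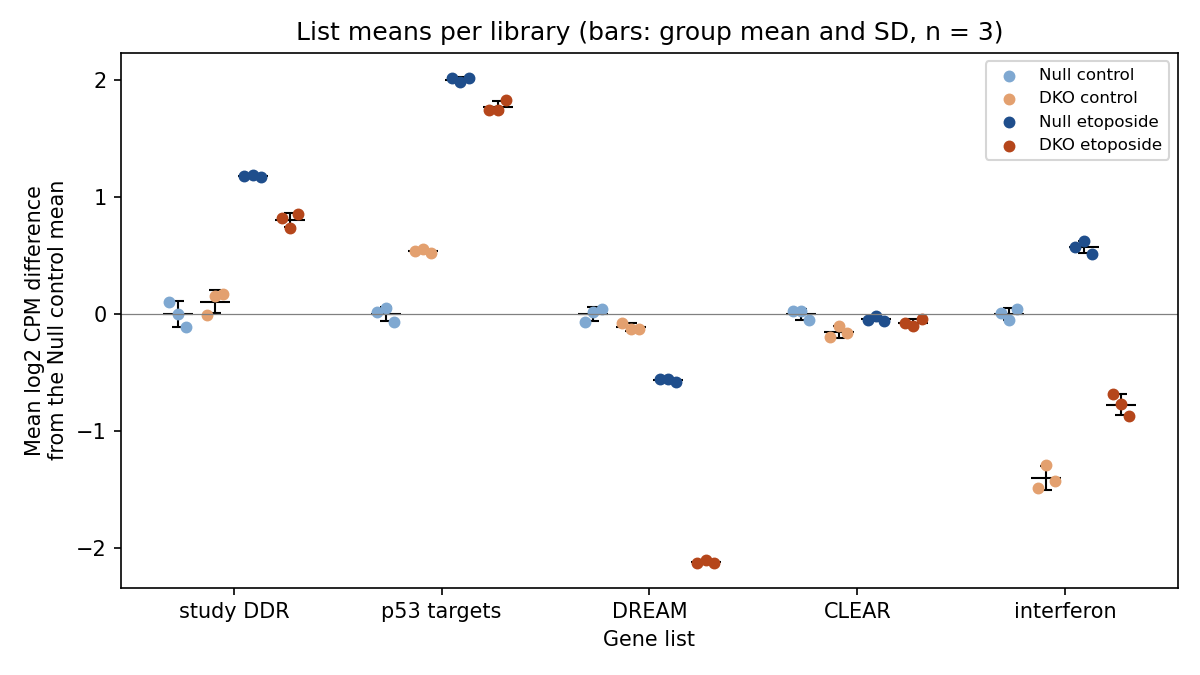
Mean log2 CPM difference from the Null control mean (y axis) over the genes of each of 5 lists (x axis), with a point per library and the group mean with its SD (n = 3). DREAM targets lie at -0.56 in Null and -2.11 in DKO etoposide cells.

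The study also named cell cycle genes. Ccnb1, Ccnb2, Ccna2, Aurkb, Birc5, Plk1, Ttk, Nuf2, Prc1, Nusap1, Cenpe, Esco2, Cep55, Espl1, Knl1 and Spag5 were all lower in DKO than in Null cells after etoposide past the threshold, by log2 differences from -4.12 (Ccnb2) to -2.68 (Spag5). In control cells Espl1 (-0.26) and Knl1 (-0.31) were lower in DKO cells past the threshold and the other named genes of this group were not, but these calls changed between alternatives. Both lost their call with only the 2 groups fitted and without Null control replicate 2 (-0.23 and -0.32), Null control replicate 3 (-0.27 and -0.24), DKO control replicate 2 (-0.29 and -0.30) or DKO control replicate 3 (-0.22 and -0.32), and Espl1 also with no filter, with the replicate number as a block and without Null control replicate 1 (-0.27) or Null etoposide replicate 3 (-0.26). Ttk, Esco2, Cep55 and Aurkb passed the threshold with DESeq2, with library size alone, after the correction for GC content and transcript length and without Null control replicate 1 (-0.34, -0.40, -0.28 and -0.58). Aurkb also passed it with limma-voom, RLE size factors, at least 10 counts in every library and without DKO etoposide replicate 2 (-0.48), and Aurkb, Ttk and Birc5 without DKO control replicate 1 (-0.66, -0.32 and -0.34). Overlapping genes could supply 5.27% of the counts of Prc1, 3.88% of those of Ccna2, 0.632% of those of Plk1 and 0.547% of those of Nusap1. Cdk7 was higher by 0.50 in DKO cells after etoposide. Cdk4 differed by 0.01, which is less than the spread between replicates, and its sign changed between alternatives. Up to 13.9% of the Cdk4 counts could come from Tspan31 on the other strand.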

Values the study reported

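The study reported a difference in the expression of close to 5000 genes when DKO macrophages were set against WT macrophages after etoposide. It also stated that 91% of the genes under DREAM control, 240 of 262, were reduced more strongly in DKO cells.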

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

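The relabellings of the libraries were planned before the result was seen. The tests of mitochondrial counts, GC content, differences in control cells, fibroblast markers and mislabelling were chosen after it was seen. For scaling, the fit with library size alone was among the alternatives fixed beforehand, and its use as a test here was chosen after. Each result here stands out because the etoposide response was tested to differ between Null and DKO cells, by the interaction.

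The interaction called 1708 genes, among them 186 DREAM targets and 6 DDR genes with a lower response in DKO cells. The list medians were -0.37 for the DDR genes, -1.14 for DREAM targets, -0.67 for p53 targets and 0.14 for CLEAR genes on the log2 scale. Of the 68 named genes, 47 passed the threshold, 38 lower and 9 higher in DKO cells.

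Among the named genes lower in the interaction, the cell cycle genes were Cenpf (-4.53), Hmmr (-4.32), Depdc1a (-4.31), Ccnb2 (-4.30), Plk1 (-4.26), Aspm (-4.22), Nuf2 (-3.95), Pimreg (-3.87), Nusap1 (-3.78), Ttk (-3.64), Birc5 (-3.55), Cep55 (-3.52), Esco2 (-3.52), Ccnb1 (-3.28), Espl1 (-3.17), Cenpe (-3.09), Knl1 (-3.01), Prc1 (-2.93), Ccna2 (-2.92), Spag5 (-2.59), Aurkb (-2.47) and Hist1h1a (-2.23). The other genes with lower values were Epha2 (-3.18), Trib3 (-2.62), Slc4a11 (-2.21), Ildr2 (-1.85), Rassf8 (-1.81), Phlda3 (-1.80), Fam198b (-1.67), Hdac9 (-1.60), Bbc3 (-1.57), Trp53inp1 (-1.53), Ocstamp (-1.50), Cdkn1a (-1.44), Sesn2 (-0.89), Mdm2 (-0.79), Cxcl2 (-0.77) and Chek2 (-0.57). The genes with higher values were Kctd12 (2.84), Gm26778 (2.80), Crybg2 (2.53), Clec4a1 (2.45), Basp1 (2.11), Ctsh (1.31), Tfeb (1.16), Cd36 (1.13) and Sesn1 (0.74). The calls of Chek2, Sesn1 and Sesn2 were all lost with the replicate number as a block, that of Chek2 also with no filter (-0.57), and all 3 depend on single libraries. Chek2 was not called without Null control replicate 2 (-0.58), DKO control replicates 1 (-0.47) or 3 (-0.58), Null etoposide replicates 1 (-0.52), 2 (-0.59) or 3 (-0.57), or DKO etoposide replicates 1 (-0.51) or 3 (-0.51). Sesn1 was not called without Null control replicate 2 (0.70) or Null etoposide replicate 3 (0.73). Sesn2 was not called without Null control replicate 2 (-0.86), DKO control replicate 2 (-0.80), Null etoposide replicates 1 (-0.89) or 2 (-0.86), or DKO etoposide replicates 1 (-0.88) or 2 (-0.78). The call of Cxcl2 was lost with limma-voom, RLE size factors, no filter, the replicate number as a block and the correction for GC content and transcript length, and without any 1 library except DKO control replicate 1, with values from -0.85 (without Null etoposide replicate 2) to -0.66 (without DKO control replicate 2). That of Ildr2 was lost with limma-voom (-1.93). Tfeb is a targeted gene with a low level in DKO control cells, and it fell by 1.15 in Null cells while its change in DKO cells was not past the threshold.

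Other labels for the libraries were tried by exchanging genotypes within each treatment, with 100 of the 200 possible relabellings drawn. As many genes were called in 8 of the 100, the real labels included, and as many DREAM targets in 10 and as many DDR genes in 3. List medians as far from 0 were seen in 7 relabellings for the DDR genes, 14 for DREAM targets, 1 for p53 targets and 2 for CLEAR genes. Apart from the real labels, 7 with as many calls kept the true genotypes of the etoposide libraries and mixed only the control libraries, and 0 of the 76 that mixed the genotypes in both treatments reached the count. For the DREAM median, 13 of 13 relabellings that kept the true genotypes of the etoposide libraries reached it, and 0 of 76 that mixed both did. For the DREAM count, the DDR count and the DDR, p53 and CLEAR medians, 0 of the 76 reached the real value too. The highest count of called genes among the 76 was 1338. Mixing the lines places the difference between them in the spread within groups, which lowers the number of calls. The 0 of 76 for the counts therefore does not decide on an arbitrary grouping. A relabelling that keeps the genotypes of 1 treatment keeps the difference between those libraries and makes an interaction of it, so such matches say nothing on an arbitrary grouping. The DDR median was matched by 4 relabellings that kept the etoposide genotypes and 2 that kept the control genotypes.

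For the DREAM targets, the technical explanations tested did not remove the difference. With library size alone the interaction median was -1.10, and with mitochondrial genes and the abundant small RNA Rn7sk left out and library size alone it was -1.17. After correction for GC content and transcript length it was -1.06. The DREAM difference between genotypes in control cells, -0.12, is small next to that after etoposide, -1.33. A biological difference between genotypes stays open and was not separated from one between the lines. With 1 line per genotype, a difference between the lines other than TFEB and TFE3 was not tested. Fewer dividing cells in the DKO etoposide cultures, with no change in regulation within a cell, would lower these genes too and was not tested.

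Contamination and exchange of samples were weighed for the DKO etoposide libraries. Fibroblast cells would bring abundant collagen transcripts, and in these libraries Col1a1 was at most 0.0525 CPM and the highest of 8 fibroblast markers, Pdgfrb, was 0.963 CPM, so fibroblasts are unlikely as the source of the differences from Null etoposide cells. The highest Tfe3 level in a DKO library was 42.5 CPM against a lowest level of 89.4 CPM in Null libraries, which excludes an exchange of a DKO with a Null library as long as Tfe3 marks the genotype.

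The values of Kctd12, Gm26778 and Crybg2 have an open technical explanation that was not tested further, since overlapping genes could supply 83.1%, 75.6% and 122% of their counts. The CLEAR value of 0.14 passed with a preset correlation and with fry, but with an estimated correlation its adjusted p by camera was 0.0867, in a range of 0.00313 to 0.0867 over its alternatives. No biological explanation was tested for these genes or for the remaining named genes.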

How the results depend on the processing

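The correction for GC content and transcript length was chosen after the results were seen, and the other alternatives were fixed beforehand. The DREAM and DDR counts, the DDR, DREAM and p53 lists in the interaction and all 5 lists between the lines after etoposide kept their direction and their side of the threshold in the alternatives run. The DREAM counts ran from 204 to 221 after etoposide and from 175 to 188 in the interaction when each library was left out, and the DDR counts from 8 to 10 and from 4 to 7. For single genes, in the contrasts in which a change is given for them, and for the lists in the other 3 contrasts, leaving aside changes of sign, 116 of 4235 fits changed, over 25 of 180 results, 70 weaker and 46 stronger. The edgeR test called 97.9% of the genes called with etoposide in Null cells, 99.4% of those called between the lines after etoposide and 95.0% of those called in the interaction.

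The counts of called genes depend most on the threshold for the fold change. With an absolute log2 fold change of at least 1 in addition, 2381 genes were changed by etoposide in Null cells, 2370 in DKO cells, 1365 differed between the lines in control cells, 2167 after etoposide and 816 in the interaction, because fewer genes meet both conditions. When only the 2 groups were fitted, 2031 genes were called between the lines in control cells, and 2024 of the 3490 genes called were among them. The same change gave 8223 genes after etoposide, 7234 with etoposide in Null cells and 5795 in DKO cells, so it did not lower every count. The main fit takes 1 spread per gene over the 4 groups. The median spread was 0.21 and 0.24 in Null and DKO control libraries against 0.09 and 0.15 after etoposide. That fit thus tends to understate the spread of control libraries and overstate that of etoposide libraries, the direction in which the counts between the lines moved. The part played by fewer libraries in each fit was not tested. Without each library in turn, the counts ran from 5900 to 8036 for etoposide in Null cells, from 5877 to 7895 in DKO cells, from 2727 to 4721 between the lines in control cells, from 4737 to 7004 after etoposide and from 1203 to 2038 in the interaction.

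The share of called genes that were higher moved by more than 10 percentage points with the minimum fold change in 3 contrasts, where 1497 of 2381 genes were higher with etoposide in Null cells, 689 of 2167 between the lines after etoposide and 172 of 816 in the interaction. It did so in 2 other cases: between the lines in control cells from 56.6% to 43.4% with library size alone, and in the interaction from 32.4% to 44.4% after the correction for GC content and transcript length. The correction moved the median of all genes to 0.10 in the etoposide response of DKO cells, and with no filter it was 0.11 in that of Null cells, so values near these sizes are relative to them.

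The camera call for CLEAR genes in the interaction (0.14) was lost with an estimated correlation, with an adjusted p between 0.00313 and 0.0867 over its alternatives. The interferon list in the interaction passed with limma-voom (0.20) and with a prior count of 0.5 (0.21), with an adjusted p between 0.0406 and 0.240 over its alternatives. The cause was not tested.

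The values that changed sign did not pass the threshold. Tfe3 with etoposide in Null cells was 0.0229 after the correction for GC content and transcript length and ran from -0.14 to 0.0618 (without Null control replicate 1) when each library was left out. Wrap53 in the same contrast was -0.0884 after the correction. Trp53 there ran from -0.41 to 0.19 (without Null control replicate 1). After etoposide, Bax between the lines was 0.16 after the correction and ran from -0.12 to 0.0560 (without DKO etoposide replicate 2). Cdk4 was -0.0327 with library size alone, -0.0115 with at least 10 counts in every library and -0.0488 after the correction and ran from -0.0151 (without DKO etoposide replicate 3; also negative without Null etoposide replicate 1, -0.00114) to 0.0307. Trp53 was 0.0255 with edgeR and 0.0291 with DESeq2 and ran from -0.27 to 0.21 (without DKO etoposide replicate 2; also positive without DKO etoposide replicate 1, 0.00316). In the interaction Laptm5 ran from -0.0142 (without Null control replicate 1) to 0.24 and Tfe3 from -0.0652 (without DKO control replicate 1; also negative without Null control replicate 1, -0.0587) to 0.15. Tfeb with etoposide in DKO cells was -0.0125 with edgeR and -0.00411 with DESeq2 and ran from -0.205 (without DKO control replicate 1) to 0.153. Between the lines in control cells Ccnb1 ran from -0.173 to 0.0521 (without Null control replicate 3; also positive without Null control replicate 2, 0.0105, and DKO control replicate 3, 0.0494), Prc1 from -0.0835 to 0.0273 (without DKO control replicate 1) and Nusap1 from -0.174 to 0.000303 (without Null control replicate 3). The CLEAR list with etoposide in Null cells ran from -0.0356 (without Null control replicate 1) to 0.0987. The cause of these changes was not tested.

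The replicate numbers did not pair the libraries. Over 18 pairs of libraries with the same number in different groups, the correlation of their deviations from the group means ran from -0.54 to 0.39, and 1 pair was over 0.1. With the replicate number as a block, 6450, 6420, 3009, 5394 and 1310 genes were called in the 5 contrasts. Depth limits no single gene named here, since each had more than 3 counts in at least 1 library of each group. It limits the interferon list, in which 2 genes had a group at or under 3 counts: with these at their bound or left out, its median with etoposide in DKO cells is 0.93 and not 0.82, and in the interaction 0.22 and not 0.20. For p53 targets, with 1 such gene, the medians did not move.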

Other observations

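The test of long genes, that of the interferon list in the interaction and that of the shared axis against the contrasts were planned before their results were seen, and the tests of GC content and length on the axis, of the difference between lines and of other ATF4 targets were chosen after.

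Splits of the 6 libraries of each contrast between groups were counted. Only 1 of 10 splits, the real one, gave as many called genes with etoposide in Null cells, with etoposide in DKO cells, between the lines in control cells and between the lines after etoposide. The same was true of the DREAM and DDR genes called lower after etoposide and of the medians of the DDR, DREAM, p53, CLEAR and interferon lists after etoposide, each 1 of 10. With 10 splits the share is never under 0.1, so these results cannot be told apart from an arbitrary grouping by this test alone. No other split called more than 1 gene in the other 3 contrasts, but in control cells 1744 genes were called when Null control replicate 1 was placed with DKO control replicates 2 and 3, against 2031 for the real split. That split also called more DREAM genes in 1 direction (25 against 11) and more DDR genes (3 against 2). Its absolute DREAM median was larger (0.133 against 0.130), and its DDR, p53, CLEAR and interferon medians were smaller. These splits thus do not tell the DREAM difference in control cells apart from an arbitrary grouping.

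The split with Null control replicate 1 beside DKO control replicates 2 and 3 follows a pattern within groups. After the group means were removed, the first component of the log2 CPM held 43.1% of the remaining variance, and Null control replicate 1 (-36.5) and DKO control replicates 2 (-14.2) and 3 (-29.9) had scores on one side of it while Null control replicates 2 (5.57) and 3 (30.9) and DKO control replicate 1 (44.1) were on the other. DKO etoposide replicates 2 (20.7) and 3 (-21.2) also lay apart. GC content and transcript length accounted for 1.40% of the variance of its gene loadings, and across genes the largest absolute Spearman correlation of the loadings with the 4 contrasts between groups was 0.186. Genes are not independent replicates, so this is a description. The axis is thus unlikely to arise from GC content or length. Null control replicate 1 and DKO control replicate 3 have the lowest totals of the 12 libraries, but DKO control replicate 2, with 58697226 counts, and DKO etoposide replicate 3, with the highest total (61809316), lie on their side, which argues against depth alone. The shares of Rn7sk and of the mitochondrial ribosomal RNA Rnr2 rose with the score within the Null control, DKO control and DKO etoposide libraries. Rn7sk took 0.999% of the counts in Null control replicate 1 and 1.38% in replicate 3. In DKO control cells it took 0.953% in replicate 3 and 1.37% in replicate 1. Null etoposide libraries, whose scores lie close together, did not keep this order. The axis may reflect the state of the cultures or an unrecorded batch, which the labels do not give.

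Etoposide acts on topoisomerase II, and expression of long genes was tested as a readout of this. Among 9672 genes, the median log2 change of the 968 with the longest genomic span (at least 105447 bp) minus that of the 968 with the shortest (at most 4973 bp) was -0.52 in Null cells and -0.47 in DKO cells. The difference was negative in 18 of 18 pairings of an etoposide with a control library, although these pairings share libraries. After correction for GC content and transcript length, 74.2% of it remained in Null and 66.8% in DKO cells. The result is consistent with an effect of topoisomerase II poisoning on long genes, and it does not separate that effect from other features of long genes. Between genotypes it differed little, with an interaction of 0.05.

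Interferon-stimulated genes had a median of -1.17 between the lines in control cells and -1.13 after etoposide. Whether this follows from the loss of TFEB and TFE3 or from another difference between 1 DKO and 1 Null line cannot be told apart with these libraries. A difference in how these genes respond to etoposide was not established, with an adjusted p of 0.116 by camera in the interaction. The interferon median was matched in 63 of 100 relabellings of the genotypes, the real labels included: 13 of 13 that kept the genotypes of the etoposide libraries, 10 of 10 that kept those of the control libraries and 39 of 76 that mixed both. These genes differ between the lines in both treatments, so a relabelling that mixes the lines unequally in the treatments makes an interaction by itself, and an arbitrary grouping stays open for the interferon interaction.

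Trib3, Stc2 and Slc1a4, which were among the largest falls with etoposide in Null cells, are targets of ATF4, a transcription factor of the amino acid and stress response. A list of 20 other ATF4 targets was made after these falls were seen, from general knowledge, and 19 were tested. Their medians were -1.38 in Null and -1.58 in DKO cells, with 17 of 19 called lower and 2 called higher in each (camera with Benjamini-Hochberg adjustment over 5 tests, adjusted p 1.40e-11 and 1.80e-11). The interaction of this list was not past the threshold (-0.28, adjusted p 0.501 by camera and 0.310 by fry). Between the lines after etoposide its median was -0.20, with 8 of 19 called lower and 3 called higher in DKO cells. That difference passed with fry (adjusted p 0.0284) but not with camera (adjusted p 0.199), so a difference between the lines stays open. A fall in ATF4 activity under etoposide in both lines is a candidate explanation, and no protein was measured here.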
